A study of Mus musculus with 6 samples.

How the data were processed

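Long-lived plasma cells, the non-dividing antibody-secreting cells that persist in bone marrow, were profiled by RNA sequencing in 6 C57BL/6J mouse samples, 3 young and 3 old. Per the labels' protocols, young mice were 2 to 3 months old and came from the Jackson Laboratory or a UCLA facility, and old mice were 17 to 19 months old and came from the National Institute on Aging colony. The sample labels gave every young library as female and every old library as male, so age, sex and supplier changed together and no fit could separate them. Cells were sorted as high for CD138 and negative for B220, IgD, both T cell receptor types, CD11b and Gr-1. Libraries were made from 5 ng of RNA with a stranded total-RNA kit of the template-switching type that removes ribosomal cDNA, and were read as paired ends. Replicate numbers came from the sample titles. Nothing in the labels said whether each library came from a separate animal or from a pool, so p-values measure the spread between these samples, which may be partly technical. Labels gave no batch or day.

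The deposited table held FPKM values, fragments normalized to gene length and to the mapped total of the library, for 13642 genes in 6 libraries. The submitters' processing notes named bcl2fastq 2.17, STAR and DESeq2 without roles, and the builds GRCm38 and mm10. The counter and the annotation release were not given in the sources used here, and whether strand was used in counting was not given either, so reads of antisense neighbours and of near-identical copies may be split or merged. Of the gene identifiers, 99.9% matched GENCODE M21 on GRCm38 without the version number and 76.9% with it. Coordinates and gene types were taken from that annotation, which may differ from the one used for counting. By its gene types, 13551 genes were protein coding and 0 were antibody heavy or light chain genes. Antibody isotype shares were therefore not analysed here, and Jchain was the single member of its list that could be measured. Xist, Tsix and Usp9y were not analysed here. Each gene was above 0 in at least 1 library.

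FPKM values are not counts and their sums, 300282 to 321298 per library, are not depths. The low values of a gene were nonetheless whole multiples of a step, within 0.1%, in 79.5% to 95.3% of the low ratios compared. From these steps the depths relative to young replicate 1 were 1.04 and 0.920 for young replicates 2 and 3, and 1.10, 1.15 and 1.12 for old replicates 1 to 3. Taking gene lengths as merged exons, a single read in a gene of 1 kb was worth about 0.0355 to 0.0447 FPKM, which puts about 22.4 M to 28.2 M reads behind the libraries. Sets of reads were not recovered, no count model was run, and values of a few steps rest on a few reads. Reads amplified from 5 ng of RNA are not independent molecules, so such a step covers counting error alone.

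Differences were tested with limma 3.58.1 in R 4.3.3, with a mean-variance trend, on log2(FPKM + 1), over the 10687 genes whose mean over the 6 libraries was at least 1 FPKM. Log2 changes are old minus young on that scale, which understates the change of low genes, and list members are counted as higher or lower by its sign, which can differ from that of the FPKM means. Tests were two-sided, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Gene lists of at least 5 tested members were tested with limma's camera at a preset correlation of 0.01, which compares a list with all other genes, with adjustment over 24 lists. Camera with an estimated correlation and fry, which asks whether a list moves on balance one way, were run beside it. Shares of summed FPKM and numbers of detected genes were compared by two-sided exact permutation tests, whose smallest possible p for 3 against 3 is 0.1. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for tables. Mean ± SD is given over 3 libraries, and single values are given where a library was listed at 0.

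The test, the filter, the rule for named genes, 27 gene lists and most alternatives were fixed before the data were examined. The rule names the 12 genes of largest change per direction among those called, filled up with the genes of smallest p given as values only. Unnamed loci and the genes of the sex-linked list were left out there, while other genes on chromosome X were kept. The rule then names up to 4 members of smallest p in each list, a fixed set of plasma cell and cytokine genes, and the sex-linked genes as a check of the labels. Where a gene outside the rule is given, it is named as chosen after its values were seen, and not every gene examined outside the rule is reported here. Lists covered plasma cell identity, endoplasmic reticulum stress and folding, antibody constant regions and J chain, cytokines, Toll-like receptors and inflammasomes, NF-kB, interferon response, survival, cell cycle, p53 and senescence, oxidative phosphorylation, autophagy and lysosome, homing and niche receptors, immediate early genes, MHC class I, ribosomal proteins, mitochondrially encoded genes, and markers of B, T and NK, neutrophil, monocyte, basophil and mast, dendritic, erythroid, megakaryocyte and stromal cells.

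On data simulated from the 10687 genes with 200 changed genes in each of 20 sets, limma recovered 7.88% of genes changed by 2 log2 units, 48.5% of those changed by 4 and 77.0% of those changed by 6, with 3.55 false calls per set. With no changed gene it made 0 calls, and a mean of 0.15 lists were called per set. A list shifted by -1 log2 unit was called in 20 of 20 sets, which does not give the power for smaller shifts. These list values cannot be carried over to camera's error rate or power in the real libraries. There, correlations between members were estimated at 0.318 for the plasma cell identity list and 0.204 for the ribosomal protein list. Other splits of the real libraries into equal groups gave up to 9 called lists. Alternatives covered the pseudocount (0.1 and 0.5), the filter (none, and means of at least 5 or 20 FPKM), median-ratio scaling, quantile normalization, Jchain left out, array weights, robust moderation, a replicate block, sex-linked genes left out, other thresholds, and each library left out in turn. The filter at 20 FPKM and the fit without both young replicate 3 and old replicate 3 were added after seeing the data.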

Results

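Transcripts of sorted bone marrow long-lived plasma cells were compared between 3 young and 3 old C57BL/6J mouse samples. The study asked how these cells bear on the shift toward myeloid cells in ageing marrow, and the comparison asked which transcripts differ between old and young plasma cells. Values are FPKM as deposited. The young libraries had 10664, 9974 and 8934 genes above 0 and the old libraries 11310, 11880 and 12049. Young libraries averaged 9857 ± 871 such genes and old libraries 11746 ± 387 (SD, n = 3 each), with no overlap (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allows). Approximate depths, from the steps of the low values, did not overlap either. They were 24.5 M, 25.7 M and 22.4 M reads in the young libraries and 26.9 M, 28.2 M and 26.9 M in the old ones. Depth was lowest in young replicate 3, which also had the fewest genes above 0. Within the groups depth did not order these numbers. Young replicate 2 was deeper than young replicate 1 but had fewer genes above 0. Old replicate 3 was less deep than old replicate 2 but had more.

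**Figure D1:**
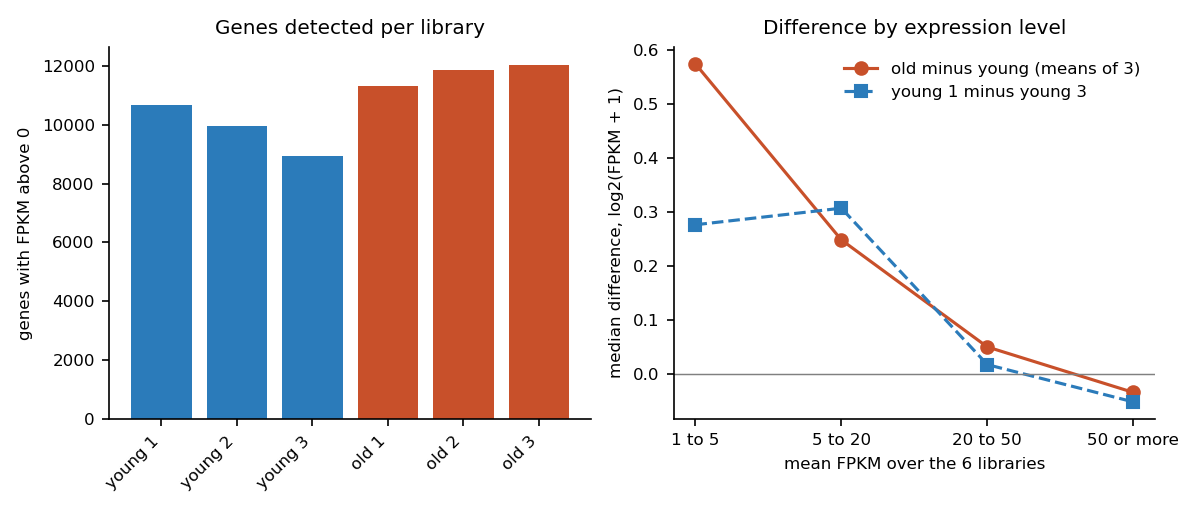
Genes with FPKM above 0 in each library (left, bars from 0), and the median log2(FPKM + 1) difference over tested genes by mean FPKM over the 6 libraries (right), for old minus young means and for young replicate 1 minus young replicate 3. Bars run from 8934 to 12049 genes, and the old-minus-young median goes from 0.58 at 1 to 5 FPKM to -0.03 at 50 FPKM or more.

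Genes that define plasma cells were abundant in every library. Jchain, which encodes the joining chain of secreted IgM and IgA, ranged from 16937 to 19793 FPKM in 5 libraries and was 7514 in old replicate 3. Xbp1, the regulator of the secretory programme, was 874 ± 69.5 FPKM in young and 686 ± 254 in old libraries (SD, n = 3). Irf4 was 275 ± 67.0 and 254 ± 92.7, Sdc1, which encodes the sorted marker CD138, was 321 ± 85.3 and 266 ± 88.3, and Prdm1 was 116 ± 55.9 and 75.2 ± 30.4. For Tnfrsf17, the receptor BCMA, the means were 461 ± 212 and 260 ± 138. Ptprc, the pan-leukocyte gene CD45, was 22.3 ± 3.31 and 39.6 ± 12.5. Group ranges overlapped for each of these 7 genes and limma called 0 of them. The Y-linked genes matched the sex labels. Ddx3y was at most 0.00779 FPKM in young libraries and 39.4, 25.2 and 34.4 in the old ones, and Kdm5d, Eif2s3y and Uty separated the groups likewise. All 4 passed when adjusted over the list alone and 0 passed over all genes tested.

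Of 10687 genes tested, the gene nearest to a call was Hist1h3f, a replication-dependent histone H3 gene on chromosome 13 (23544052 to 23545312, plus strand, GRCm38). It was at 0.235, 0.113 and 0 FPKM in the young libraries and 118, 54.0 and 47.6 in the old ones, a log2 change of 5.94 ± 0.68 (SE) with a limma adjusted p = 0.0519. Rnaset2a, a T2-type ribonuclease gene (chromosome 17, 8115445 to 8148097), was 1.16 ± 0.692 FPKM in young and 58.4 ± 24.9 in old libraries (SD, n = 3), a log2 change of 4.74 ± 0.65 (SE) and a limma adjusted p = 0.135. Limma called 0 genes at an adjusted p under 0.05, while 632 had an unadjusted p under 0.05, 498 of them higher and 134 lower in old libraries. In simulated data with no changed gene, 5.33% of the 10687 genes had an unadjusted limma p under 0.05, so most of such a count arises with no change. The groups did not overlap for 1304 genes, or 12.2% against 10% by chance, 938 with old above young and 366 with old below. The adjusted p of Hist1h3f ranged from 0.0248 to 0.914 over the alternatives, and under quantile normalization, array weights, robust moderation or with sex-linked genes left out it was the 1 gene called.

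Beyond these and apart from Gvin1, the genes of smallest p with higher old values were at most 2.18 FPKM in any young library. Uqcc3, an assembly factor of respiratory complex III, was at 0, 0.428 and 0 FPKM in young libraries and 18.2, 30.7 and 22.4 in old ones. Gng10, a G protein gamma subunit gene, was at 1.83, 0 and 0 against 18.7, 29.2 and 57.9. The cell division genes Cks2 and Cenpp were at most 0.830 and 0.157 in young libraries, and at least 10.4 and 9.35 in old ones. Rims2, a synaptic scaffold gene, was at most 0.0239 in young and at least 12.3 in old libraries. Zfp617 was at most 2.18 against at least 28.1, Rpusd2 at most 0.0150 against at least 7.33, and Xlr4a at most 0.121 against at least 10.3. Xlr4a lies on chromosome X, and every young library was female and every old library male. Hist1h3a was listed at 0 in the young libraries and at 19.0, 7.34 and 86.9 in the old ones. Gvin1, an interferon-inducible GTPase gene, was 68.4 ± 46.3 FPKM in young and 590.5 ± 420 in old libraries (SD, n = 3). Limma adjusted p for these 10 genes lay between 0.293 and 0.532. Near-identical copies leave several values uncertain: Rnaset2b, chosen after its values were seen, was at 26.0 FPKM in young replicate 2, and Gvin genes also have close copies. Of the copies of Hist1h3f and Hist1h3a, Hist1h3b, Hist1h3d and Hist1h3e were at 248, 201 and 49.7 FPKM in young replicate 1, and Xlr4b, the copy of Xlr4a, was at 22.8 in young replicate 2, all chosen after their values were seen. In young replicates 2 and 3 these histone copies were at most 0.214 FPKM. Hist1h3e was at least 68.7 in old libraries, so its groups did not overlap. Xlr4b was at 0.113 and 0 in young replicates 1 and 3.

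Among genes with lower old values, Atp1b1, the beta subunit of the sodium-potassium pump (chromosome 1, 164437109 to 164458355), was 121 ± 36.6 FPKM in young and 32.9 ± 6.13 in old libraries (SD, n = 3). Rapgef1, an exchange factor for Rap1 (chromosome 2, 29619720 to 29740978), was 154 ± 7.65 against 66.4 ± 5.64, a log2 change of -1.20 ± 0.29 (SE). Acp5, the tartrate-resistant acid phosphatase, was 25.4 ± 2.37 against 3.70 ± 3.37, and Mgat3, which adds bisecting residues to N-glycans, was 15.7 ± 7.06 against 1.29 ± 0.236. Zfp991 was 43.0 ± 24.2 against 1.81 ± 1.08, Sspo 25.3 ± 6.91 against 2.68 ± 1.51, Cuta 124 ± 35.1 against 47.3 ± 14.1, and Ppp1r21 41.5 ± 12.2 against 10.04 ± 7.87. Letmd1 was 18.0 ± 11.8 against 1.51 ± 0.991, and Rbm12b2 was 22.1 ± 11.7 against 2.76 ± 2.76. Ccdc90b was at 30.6, 28.4 and 79.8 in young libraries and at 0.0771, 0.0983 and 11.9 in old ones. Rsph3a was at 48.0, 14.7 and 184 against 0.211, 3.33 and 1.14, while its close copy Rsph3b, chosen after its values were seen, overlapped between groups. Limma adjusted p for these 12 genes lay between 0.293 and 0.680.

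**Figure D2:**
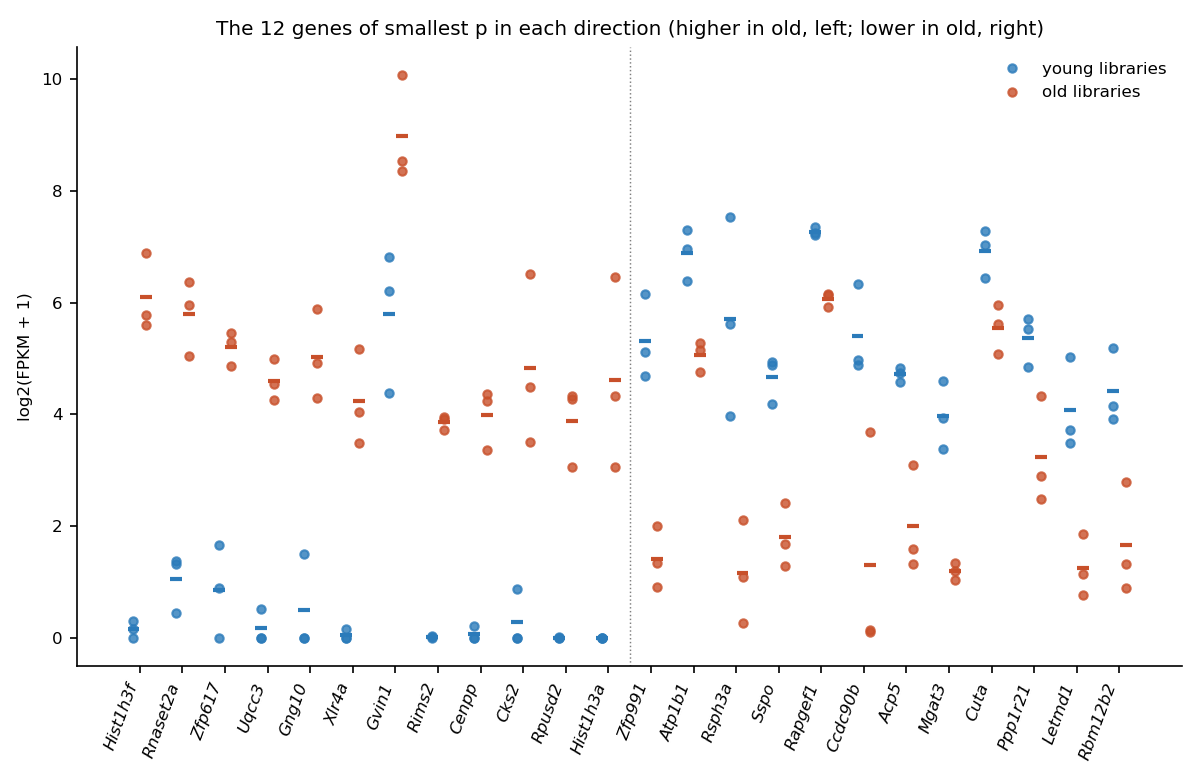
Log2(FPKM + 1) of the 12 genes of smallest p with higher values in old libraries (left) and the 12 with lower values (right), one point per library and a bar at each group mean. The groups do not overlap for any of the 24 genes, which were picked for their small p, and limma called 0 of them.

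The split between higher and lower genes moved with expression level and scaling. Of the 195 genes with an unadjusted p under 0.05 and a mean of 1 to 5 FPKM, 192 were higher in old libraries, and at 50 FPKM or more 27 were higher and 24 lower. In genes of 1 to 5 FPKM, 29.1%, 43.0% and 56.0% of values in the young libraries were below 0.1 FPKM, against 23.7%, 15.03% and 12.2% in the old ones. The median log2 change of all tested genes was 0.23 as deposited, 0.14 after median-ratio scaling and -0.01 after quantile normalization. The share of small-p genes that were higher was 78.8%, 72.1% and 57.3% in the same order.

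Genes of the plasma cell identity list were lower in old libraries as a set at camera's preset correlation, and not with an estimated one. Of 25 tested, 20 had a negative log2 change and 23 lay below the median of all genes, and the list median was -0.20, or -0.43 relative to that median. Among genes of at least 20 FPKM, whose median was 0.018, 19 of 24 members lay below it and the list median was -0.18, or -0.19 relative to it. Limma's camera gave an adjusted p = 0.00022 at the preset correlation, against an adjusted p = 0.69 with an estimated correlation and an adjusted p = 0.60 with fry, within a range of 3.59e-07 to 0.692 over all alternatives. Pim2, a survival kinase gene, was 59.2 ± 28.8 FPKM in young and 16.1 ± 9.31 in old libraries (SD, n = 3). Cd28, a costimulatory receptor gene also used by plasma cells, was 35.2 ± 5.13 against 11.5 ± 10.1, and Fkbp11, a folding enzyme of the secretory pathway, was 143 ± 33.9 against 58.3 ± 46.6. Limma called 0 members over all genes and 0 when adjusted over the list alone. The list's camera adjusted p was 0.060 after quantile normalization, and 0.40 without old replicate 3, the library with the lowest Jchain. Without single libraries the list median ranged from -0.37, without old replicate 2, to -0.018, without old replicate 3. That library also had the highest median for 6 of the 9 marker lists of other cell types.

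Cytosolic ribosomal protein genes were also lower as a set at the preset correlation. Of 39 tested, 30 had a negative log2 change and 35 lay below the median of all genes, with a list median of -0.16 (limma camera adjusted p = 0.00022). With an estimated correlation the list's adjusted p was 0.69 and with fry 0.56, within a range of 1.09e-05 to 0.692 over the alternatives. Against the median of 0.018 of genes of at least 20 FPKM, 31 of the 39 lay below. Rpl18 was 125 ± 17.2 FPKM in young and 71.6 ± 11.8 in old libraries (SD, n = 3), Rps20 was 99.4 ± 15.6 against 60.1 ± 19.8, and Rpl19 was 1155 ± 153 against 811 ± 122. Over 82 ribosomal protein genes the share of summed FPKM was 10.3% ± 0.82 in young and 8.60% ± 1.07 in old libraries (SD, n = 3; exact permutation p = 0.1). Limma called 0 members of the list over all genes and 0 when adjusted over the list alone. The list's camera adjusted p was 0.27 after quantile normalization and stayed under 0.05 without any single library, while its median ranged from -0.27, without old replicate 2, to -0.065, without old replicate 1.

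Each of the 7 mitochondrially encoded genes had a positive log2 change, and 5 lay above the median of all genes. Mt-Co1, a subunit of cytochrome oxidase, was 5218 ± 1092 FPKM in young and 7950 ± 1279 in old libraries, and mt-Nd4 was 2045 ± 648 against 3189 ± 387 (SD, n = 3). The list median was 0.41 and its limma camera adjusted p = 0.081. The adjusted p was 0.0437 without old replicate 2, 0.0319 at a mean of at least 5 FPKM and 0.0153 at a mean of at least 20, within a range of 0.00724 to 0.692. Without any other single library limma's camera adjusted p lay between 0.173 and 0.570, highest without old replicate 1, where the list median was 0.25. With an estimated correlation the limma camera adjusted p was 0.69. Together the 7 genes took 6.48% ± 0.999 of summed FPKM in young and 8.69% ± 1.68 in old libraries (SD, n = 3; exact permutation p = 0.2). Nuclear-encoded oxidative phosphorylation genes went both ways, 21 higher and 19 lower, with a list median of 0.16 and a limma camera adjusted p = 0.988. Atp5h, a subunit of ATP synthase, was 39.1 ± 3.14 against 102 ± 32.9 FPKM.

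Inflammatory genes were mostly low and uneven between libraries. Of 20 cytokine and growth factor genes tested, 15 had a positive log2 change, with a median of 1.11 (limma camera adjusted p = 0.246). The median was 0.30 over 12 members at a mean of at least 5 FPKM (limma camera adjusted p = 0.905). With no filter it was 0.56 over 30 members. The chemokine gene Ccl9 was at 0, 0 and 0.0150 FPKM in young libraries and 6.26, 7.06 and 83.4 in old ones, and Ccl3 was at 0.0607, 0 and 0 against 0, 23.4 and 46.7. Ltb, which encodes lymphotoxin beta, went the other way, at 28.6 ± 11.5 against 6.03 ± 5.45 (SD, n = 3). Il10 was 16.4 ± 17.4 in young and 24.0 ± 16.6 in old libraries. Tnf was at 0 in the young libraries and 0.0224, 8.46 and 0.990 in the old ones, Il1b exceeded 1 FPKM in old replicate 2 alone, at 6.59, and Il6 in old replicate 3 alone, at 2.44. Tlr4, the lipopolysaccharide receptor gene (chromosome 4, 66827584 to 66930284), was at 0.643, 0.761 and 0.0159 FPKM in young libraries and at 7.31, 7.39 and 12.7 in old ones, a log2 change of 2.78 ± 0.81 (SE) and a limma adjusted p = 0.729. Irak3, an inhibitor of Toll-like receptor signalling, was at most 0.445 in young and at least 2.86 in old libraries. Adjusted over the list alone, Ccl9 had a limma adjusted p = 0.0639, and Tlr4 and Irak3 had a limma adjusted p = 0.0825, so 0 members passed. Neutrophil and monocyte marker lists had medians of the same sign, 1.25 and 1.33, and the neutrophil gene Elane and the monocyte gene Lyz2 were highest in old replicate 3, as were Ccl9, Ccl3 and Tlr4.

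Toll-like receptor and inflammasome genes as a list had a median of 0.07, with 14 of 24 members higher (limma camera adjusted p = 0.965), and without single libraries the median ranged from 0.029, without old replicate 3, to 0.48, without young replicate 2. In the NF-kB list 16 of 28 members were lower, with a median of -0.12 (limma camera adjusted p = 0.182), which ranged from -0.33 without young replicate 1 to -0.024 without young replicate 3. Its members Tnfaip3 and Bcl3, both feedback regulators of the pathway, were 40.9 ± 22.2 against 15.5 ± 3.85 FPKM and 31.6 ± 28.7 against 5.21 ± 2.93 (SD, n = 3), while the receptor gene Tnfrsf1a was at 0 in the young libraries and 3.71, 3.77 and 14.8 in the old ones. Interferon response genes had a median of 0.37, with 15 of 23 higher (limma camera adjusted p = 0.965), the median being 0.23 without old replicate 2. At a mean of at least 5 FPKM the interferon median was -0.10 over 14 members (limma camera adjusted p = 0.55). At a mean of at least 20 it was 0.15 over 9. Of the interferon members of smallest p, Rsad2 was at 0, 0.00905 and 0 FPKM in young libraries and 4.10, 1.34 and 1.26 in old ones. Ifih1 was at 0.110, 0 and 0 against 8.29, 0.212 and 2.24, and Gbp3 was 15.3 ± 8.77 against 31.0 ± 16.0. Xaf1 went the other way, at 8.62 ± 4.16 against 2.38 ± 1.25. MHC class I genes split 9 and 9, with a median of 0.02 (limma camera adjusted p = 0.690). Endoplasmic reticulum stress and folding genes had a median of 0.05, with 18 of 30 higher and 25 below the median of all genes (limma camera adjusted p = 0.542). Among genes of at least 20 FPKM the folding list median of 0.040 lay above their median of 0.018, with 12 of 28 members below. Dnajb9, a folding cofactor gene, was 129 ± 39.6 against 169 ± 30.4. Without old replicate 2 the folding list was called lower (limma camera adjusted p = 0.0437, range 0.0437 to 0.996). Camera's direction for it was higher without old replicate 3, with a median of 0.26 (limma camera adjusted p = 0.173). Over all libraries, camera with an estimated correlation gave the folding list an adjusted p = 0.994.

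Immediate early genes, which respond within minutes to stimulation or handling, had a positive log2 change in 17 of 21 members, with a median of 0.79 (limma camera adjusted p = 0.174). Egr3 was at 0 in the young libraries and 18.1, 0.749 and 4.28 in the old ones, and Klf4 was 7.61 ± 7.69 against 28.7 ± 14.3 FPKM, while Dusp2 was 15.1 ± 7.06 against 2.80 ± 1.31 (SD, n = 3). The list passed without young replicate 3 (limma camera adjusted p = 0.00443), without old replicate 3 (adjusted p = 0.0244), without both (adjusted p = 0.00141), with array weights (adjusted p = 0.00897) and at a mean of at least 20 FPKM (adjusted p = 0.0438), in a range of 0.00141 to 0.965. Without young replicate 1 its median was 0.44 and camera's direction was lower (limma camera adjusted p = 0.965), and without old replicate 1 the median was 0.52 (adjusted p = 0.613). With an estimated correlation the immediate early list had a limma camera adjusted p = 0.70. In the p53 and senescence list 13 of 19 were higher, with a median of 0.48 (limma camera adjusted p = 0.246). Gadd45a, a stress-response gene, was at 5.38, 0.159 and 0.0358 FPKM in young libraries and 19.9, 18.7 and 15.4 in old ones, and Cdkn2a was at 0.0384, 0 and 0 against 0, 8.49 and 12.2. In the cell cycle list 20 of 32 were higher, with a median of 0.26 (limma camera adjusted p = 0.965). Ccnb1 was 0.196 ± 0.127 against 8.24 ± 6.95, and Cdc20 29.1 ± 28.0 against 5.31 ± 6.03. Without old replicate 3 the cell cycle list was called lower, with a median of -0.49 (limma camera adjusted p = 0.00739, range 0.00252 to 0.994). Its median was 0.73 without old replicate 1 and 0.56 without young replicate 1, with camera's direction higher in both fits. Over all libraries, camera with an estimated correlation gave the cell cycle list an adjusted p = 0.994.

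Survival and apoptosis genes had a median of -0.13, with 13 of 20 lower (limma camera adjusted p = 0.218). Mcl1, on which plasma cell survival depends, was 266 ± 25.4 FPKM in young and 173 ± 34.2 in old libraries (SD, n = 3). Without young replicate 3 that list was called lower (limma camera adjusted p = 0.0426, range 0.0426 to 0.830). The survival median turned to 0.19 without young replicate 2, where camera's direction was still lower. Over all libraries, camera with an estimated correlation gave the survival list an adjusted p = 0.69. Homing and niche receptor genes had a median of -0.14, with 13 of 23 lower (limma camera adjusted p = 0.182). Selplg, the P-selectin ligand gene, was 89.5 ± 12.5 against 49.0 ± 12.03, and Il5ra 41.6 ± 9.97 against 19.0 ± 8.35. Without old replicate 3 the homing list was called lower, with a median of -0.50 (limma camera adjusted p = 0.0478, range 0.0217 to 0.830). Its median was 0.0055 without young replicate 1. Over all libraries, camera with an estimated correlation gave the homing list an adjusted p = 0.69. Autophagy and lysosome genes had a median of 0.11, with 16 of 25 higher (limma camera adjusted p = 0.921), and Gabarapl2 was 18.9 ± 11.3 against 41.9 ± 11.8. In these lists limma called 0 members over all genes and 0 when adjusted over each list alone.

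Markers of other marrow cells were present despite the sort. Neutrophil and granulocyte progenitor genes had a positive log2 change in 17 of 20 members, with a median of 1.25 (limma camera adjusted p = 0.081), although CD11b and Gr-1 positive cells were sorted out. Elane, neutrophil elastase, was at 10.2, 0.0475 and 0.0536 FPKM in young libraries and 19.7, 19.2 and 220 in old ones, and Ctsg, cathepsin G, was at most 0.538 in young libraries and 0.569, 51.0 and 282 in old ones. The neutrophil genes S100a9 and S100a8, chosen after their values were seen, did not follow these. S100a9 was at 192, 319 and 324 in young libraries against 60.1, 749 and 40.2 in old ones. S100a8 was at 50.3, 81.5 and 0.148 against 29.1, 74.2 and 1.03. The list passed without old replicate 1 (limma camera adjusted p = 0.00111), without old replicate 3 (adjusted p = 0.0244) and with array weights (adjusted p = 0.00823), in a range of 0.00111 to 0.953. Without old replicate 2 its median was 0.61 (limma camera adjusted p = 0.953). With an estimated correlation the neutrophil list had a limma camera adjusted p = 0.69, and with fry an adjusted p = 0.56. For monocyte and macrophage genes 10 of 13 were higher, with a median of 1.33 (limma camera adjusted p = 0.214). Lyz2, lysozyme, was 74.3 ± 41.2 against 297 ± 190 FPKM (SD, n = 3). The monocyte list passed without old replicate 1 (limma camera adjusted p = 0.0487) and at a mean of at least 20 FPKM (adjusted p = 0.0346), in a range of 0.0346 to 0.692. Its median was 0.53 without young replicate 2, 0.56 without young replicate 3 and 0.12 without old replicate 3 (limma camera adjusted p = 0.544). With an estimated correlation the monocyte list had a limma camera adjusted p = 0.69.

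B cell markers had a median of 0.13, with 13 of 22 higher (limma camera adjusted p = 0.965). Ms4a1, which encodes CD20, was 3.42 ± 2.45 FPKM in young and 15.7 ± 9.52 in old libraries, and Blk was 9.64 ± 6.52 against 34.9 ± 16.3 (SD, n = 3). Dntt, the terminal transferase that adds untemplated bases during receptor assembly (chromosome 19, 41029275 to 41059525, plus strand), was at 163, 121 and 181 in young libraries and 13.8, 0.117 and 74.6 in old ones, with a limma adjusted p = 0.736. T and NK markers had a median of 0.42, with 7 of 10 higher (limma camera adjusted p = 0.943), and Prf1 was at 0, 4.57 and 0 against 9.31, 30.2 and 8.65. For basophil, eosinophil and mast cell markers the median was 0.76 (limma camera adjusted p = 0.957), for erythroid markers 0.33 (adjusted p = 0.921) and for megakaryocyte markers 0.90 (adjusted p = 0.384). Without old replicate 3 the medians were -0.37 for basophil, -0.67 for erythroid, -0.047 for dendritic, 0.34 for megakaryocyte and 0.033 for T and NK markers, and without young replicate 2 the erythroid median was -0.30. Mcpt8, a basophil protease, reached 265 FPKM and the beta-globin gene Hbb-bs 497, both in old replicate 3. Haemoglobin genes took 0.0686%, 0 and 0.0236% of summed FPKM in young libraries and 0.0413%, 0.00873% and 0.208% in old ones (exact permutation p = 0.6). In the dendritic list 7 members were higher and 6 lower, with a median of 0.82 (limma camera adjusted p = 0.957). At a mean of at least 5 FPKM the dendritic median was -0.73 over 7 members. Cox6a2 was at 0, 12.1 and 0 against 119, 24.2 and 48.4. Among the 6 lower members, Flt3 was 15.3 ± 8.91 against 6.03 ± 7.47 and Siglech 10.5 ± 8.72 against 2.18 ± 3.49 (SD, n = 3). Cox6a2 was the 1 gene outside the sex-linked list that passed when adjusted over its list alone (limma adjusted p = 0.0201). Over all genes its limma adjusted p was 0.623. Adjustment within each list leaves the number of lists uncorrected, so a single pass may be chance. Of the stromal and endothelial list 3 genes were tested, too few for a list test, and Pecam1 was 12.9 ± 4.52 against 11.3 ± 1.48.

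**Figure D3:**
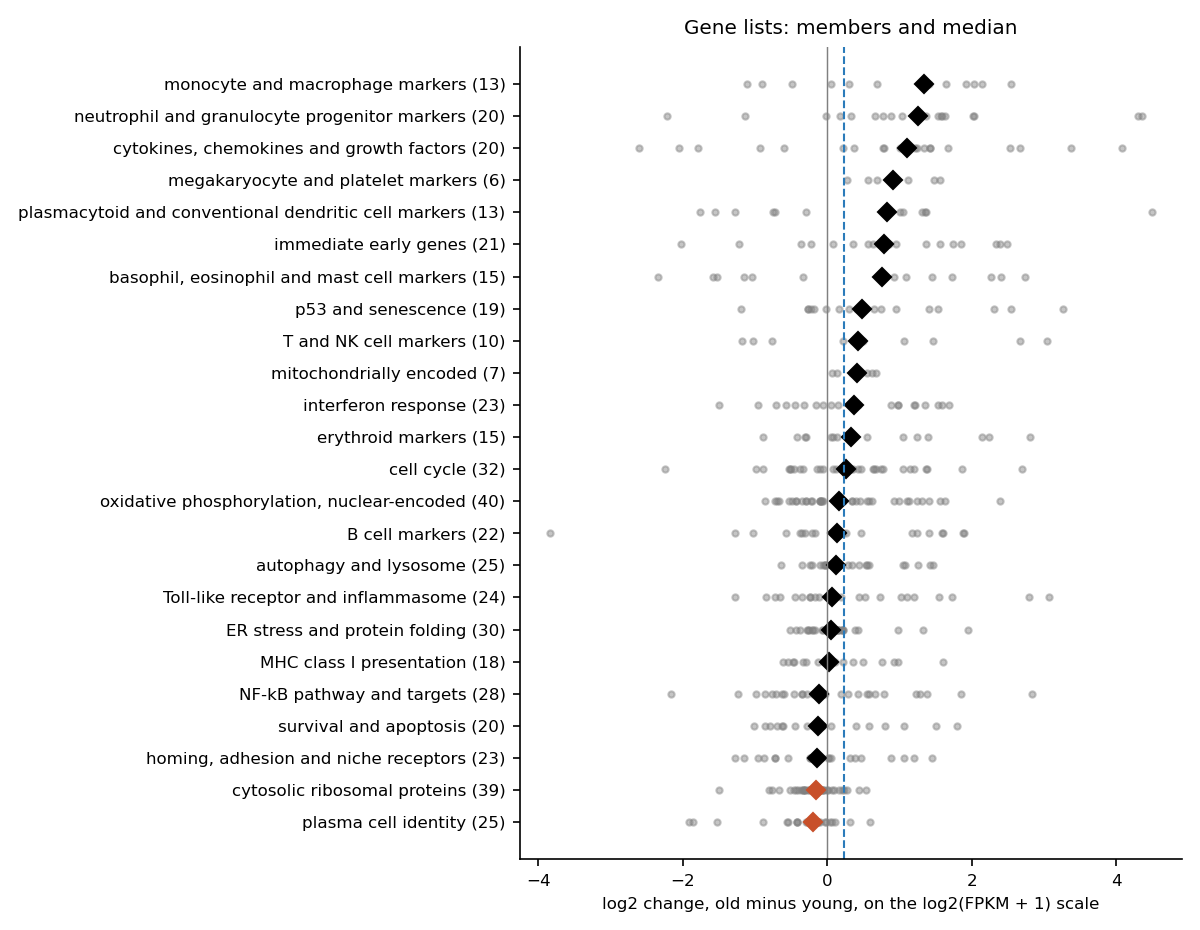
Log2 change, old minus young on the log2(FPKM + 1) scale, of each tested member (grey points) and the median (diamond) of 24 gene lists, with tested members in parentheses. Red diamonds are the 2 lists called lower by limma's camera at the preset correlation, plasma cell identity (-0.20) and ribosomal proteins (-0.16), and the dashed line is the median of all genes, 0.23.

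Camera compares the mean moderated statistic of a list with that of all other genes. Its direction was lower for the folding, Toll-like receptor, cell cycle, B cell, basophil, dendritic and MHC class I lists although their medians were above 0, and for the cell cycle, basophil and dendritic lists although their medians were also above that of all genes. The mean and median of the NF-kB and survival lists differed in sign. The medians of the folding, Toll-like receptor and MHC class I lists turned negative after median-ratio scaling. Those of the Toll-like receptor, cell cycle, dendritic and erythroid lists did so after quantile normalization. At a mean of at least 5 FPKM the Toll-like receptor, interferon and dendritic medians were -0.21, -0.10 and -0.73. At a mean of at least 20 the Toll-like receptor and basophil medians were -0.35 and -0.34, each over 5 members. The basophil median was there the value of 1 gene, the eosinophil gene Prg2, while the basophil protease gene Mcpt8 had a log2 change of 2.73. It therefore does not describe basophil markers in general. With an estimated correlation or with fry, limma called 0 of the 24 lists. At the preset correlation the 2 called lists compare with up to 9 called in other splits of the 6 libraries 3 against 3. Each list median was also ranked among 10000 matched lists drawn for it. The plasma cell and ribosomal medians lay at percentiles 3.38 and 4.53, and that of the uncalled NF-kB list at 3.79. Other uncalled lists lay further out: neutrophil at 100, monocyte at 99.98, immediate early at 99.97 and cytokine at 99.91. These percentiles were not used to call lists. Jchain took 6.09% ± 0.389 of summed FPKM in young and 4.95% ± 2.17 in old libraries (SD, n = 3; exact permutation p = 0.7), and without old replicate 3 the difference turned from -1.14 to 0.107 percentage points.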

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

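The filter at 20 FPKM, the fit without both young replicate 3 and old replicate 3, and the tests of the count at an unadjusted p under 0.05 were chosen after the result was seen. Limma called 0 genes in the reported fit and 1, Hist1h3f, under quantile normalization, array weights, robust moderation, without sex-linked genes and at an adjusted p under 0.1, and 0 under the others, each library left out included. Its adjusted p lay near the threshold, and the cause of the crossings was not tested. Genes with an unadjusted p under 0.05 numbered 632, against 383 at a mean of at least 5 FPKM (259 higher, 124 lower) and 129 at a mean of at least 20 (61 higher, 68 lower), where fewer genes were tested. Without single libraries they numbered 517 to 983, highest without young replicate 1. The share that was higher then ranged from 74.2%, without young replicate 3, to 88.8%, without old replicate 1 (507 higher, 64 lower). Camera called 2 lists, against 0 under quantile normalization, with an estimated correlation and with fry, 4 with array weights, 5 at a mean of at least 20 FPKM, 4 without both young replicate 3 and old replicate 3, and 2 to 5 without single libraries, most without old replicate 3. With the replicate block 0 genes and 4 lists were called, the mitochondrial (adjusted p = 0.00724) and neutrophil (adjusted p = 0.0206) lists besides the 2. Deviations of same-numbered samples correlated at -0.0344, 0.0203 and -0.00412, so no shared effect of the numbers was seen, and not every sample correlated best with its own number. With 3 libraries per group and no batch or day in the labels, these values cannot decide whether same-numbered samples were handled together. The cause of the moves in the calls was not tested. Of 497 list values under alternatives, 468 kept their side of the threshold, 21 crossed to a call and 8 lost one; of 2950 values of named genes, 2946 kept their side and 4, all Hist1h3f, crossed to a call. Without at least 1 single library, 10 of the 24 list medians changed sign: folding, survival, cell cycle, nuclear-encoded oxidative phosphorylation, homing, MHC class I, B cell, basophil, dendritic and erythroid. Of the others, the autophagy median of 0.11 ranged from 0.11 to 0.25 and the p53 median of 0.48 from 0.32 to 0.65. Camera's direction changed for 12 lists without at least 1 single library, and 0 calls were made in the fits in which a list's direction had changed. The old-minus-young difference in summed FPKM, -1.14 percentage points for Jchain and 0.0552 for haemoglobin, ranged from -1.91 to 0.107 and from -0.00574 to 0.0937 without single libraries, and both turned without old replicate 3, while the ribosomal difference of -1.68 ranged from -2.14 to -1.06 and the mitochondrial one of 2.21 from 1.297 to 2.95, both smallest in size without old replicate 1. Values near 0.0355 to 0.0447 FPKM rest on about 1 read per kb, which limits every gene listed near 0.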

Other observations

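Prg2, the eosinophil major basic protein gene, was among the abundant transcripts of every library, at 1210, 1353 and 1264 FPKM in young and 861, 1120 and 1052 in old libraries, while the eosinophil peroxidase gene Epx stayed at or below 9.94. Cd74, the invariant chain, was 1388 ± 99.96 FPKM in young and 1235 ± 185 in old libraries, and Cd79a 201 ± 47.6 and 290 ± 202 (SD, n = 3). Slpi, a secreted protease inhibitor gene, was at 3922 FPKM in old replicate 2 and between 42.1 and 393 in the other 5 libraries. These genes were chosen after their values were seen, and limma called 0 of them.

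Histone cluster genes, chosen after the values of Hist1h3f were seen, were not tested as a list. Of 39 tested one by one, 27 had a positive log2 change and 25 lay above the median of all genes, with a median of 1.15, and 8 had an unadjusted limma p under 0.05, 7 of them higher in old libraries. Hist1h2bf was at 17.8, 0.434 and 4.40 FPKM in young libraries and 41.6, 90.2 and 295 in old ones. The linker histone genes Hist1h1e and Hist1h1c were 966 ± 208 against 874 ± 418 and 327 ± 79.6 against 361 ± 60.1 (SD, n = 3).

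Of the tests below, those chosen only after the result was seen were the level test of young capture, both tests of old replicate 3, the test of Dntt against precursor genes and the splits of the count at an unadjusted p under 0.05. Limma called 0 genes between old and young libraries, so all 10 splits of the 6 libraries 3 against 3 gave at least as many by construction, which says nothing about chance, and the highest of the others was 1. Camera called 2 lists, 8 of the 10 splits gave as many, and the highest of the others was 9, several times the real count, and these counts do not separate a structure of the samples from a preset correlation that is too low. Estimated correlations reached 0.623, in the erythroid list, and camera with them called 0 lists. At an unadjusted p under 0.05 there were 632 genes, 1 of the 10 splits, the real one, gave as many, and the highest of the others was 595. With 10 splits no share under 0.05 can be reached.

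More genes of small p were higher than lower in old libraries, 498 against 134, so the larger side held 78.8%, but in the other splits of the libraries it held 50.7% to 80.7%, and an imbalance of this size is not particular to the groups. The tables argue against library scaling as the whole account, since 72.1% were still higher after median-ratio scaling, although quantile normalization, which forces equal distributions, left 57.3%. They also argue against sex-linked genes, since 78.5% of the autosomal ones were higher, 475 of 605. A lower capture of rare transcripts in the young libraries may contribute: the median log2 change was 0.58 in genes of 1 to 5 FPKM and -0.033 in genes of at least 50 FPKM, and young replicate 1 minus young replicate 3, which share age and sex, gave 0.277 in the genes of 1 to 5 FPKM. Age, sex and supplier stay open, as untested.

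Old replicate 3 had the lowest Jchain, at 7514 FPKM against at least 16937, and the plasma cell list was called with it and not without it (limma camera adjusted p = 0.40). A lower depth there is argued against by about 26.9 M reads, as in old replicate 1 and above the 25.7 M of the deepest young library. Its 12049 genes above 0 were the most of any library. That count cannot decide on a lower capture of plasma cell RNA, since RNA of other cells would raise it too. RNA of other blood cells may be a candidate source: for 6 of 9 marker lists the median was highest in old replicate 3, with Elane at 220, Mpo at 264, Mcpt8 at 265, Prss34 at 274 and Hbb-bs at 497 FPKM, although the sort excluded cells positive for CD11b, Gr-1, B220 or a T cell receptor and the T and NK and dendritic lists were among the 6. Against mature neutrophils, S100a8 and S100a9, like Mpo and Prss34 chosen after their values were seen, were at 1.03 and 40.2 FPKM there, and the B cell, neutrophil and stromal lists were not highest in it. Age and sex do not separate it from the other old libraries, so no biological explanation was tested.

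Dntt was at 163, 121 and 181 FPKM in young libraries and 13.8, 0.117 and 74.6 in old ones, a log2 change of -3.84 (limma adjusted p = 0.736, and 0.185 adjusted over its list alone). B cell precursors that express Igll1 and Vpreb1 are argued against, since either gene reached at most 0.0293% of the Dntt level in the young libraries, as are reads of an overlapping gene, since annotated genes that overlap Dntt numbered 0. Earlier lymphoid progenitors stay open, although the sort took cells high for CD138 and excluded B220 positive cells. Rag1 was at 1.77, 8.51 and 0 FPKM in young and 0, 1.17 and 0.443 in old libraries, and Flt3 at 19.0, 5.10 and 21.7 against 2.44, 1.03 and 14.6. Igll1, Vpreb1 and Rag1 were chosen after their values were seen. Loss of single genes from capture stays open too: 0.337% of genes of similar level, 3 of 889 with Dntt among them, lay below 0.1 of their young mean in at least 2 old libraries, but Dntt was picked for its low old values, so a low rate in other genes does not bear on it. Age, sex and supplier stay open, as untested, and a difference picked from many genes may be chance.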
